A study of Mus musculus with 8 samples.

How the data were processed

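RNA was measured by sequencing in 8 libraries, 1 per mouse, of epithelial cells from the proximal part of the small intestine. The mice were 5 weeks old, per the labels. Epithelium was released from the tissue with EDTA, and RNA was extracted with Trizol before library preparation at a sequencing company, per the labels' protocols. In 4 mice a double knockout (DKO) of Kat2a and Kat2b, which encode 2 related lysine acetyltransferases, was induced by tamoxifen at 100 mg/kg on each of 3 days. The 4 controls received the same vehicle without tamoxifen, so the drug and the knockout were always given together. Each group held 2 males and 2 females. The aligner, the counting program, the annotation, the genome build and whether strand was used are not stated, so no coordinates are given.

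The deposited table holds 21401 genes by symbol with 1 FPKM column per mouse. FPKM, fragment numbers scaled by transcript length and by the fragments of the library, was calculated by the authors before deposition. The upper quartile of FPKM was between 9.48 and 10.2 in the 8 columns. Beside it the table holds the authors' comparison of DKO with control, named DESeq2 per the file headers: a mean normalized count as a signal over the libraries of their fit, a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value. The log2 ratio of the group means of FPKM differed from the authors' log2 fold change by a median of 3.5e-04 over 10516 tested genes and by under 0.01 for 99.6% of them. The FPKM thus carry the same scaling between libraries as the authors' normalized counts, and they were used as deposited. Symbols of 25 genes had been turned into calendar dates and were kept as listed.

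Column names gave the group and the letter M or F. The labels hold as many males and females per group as the letters, and sex was checked with Xist and 4 genes of the Y chromosome. The numbers in the column names are in no label, so the columns carry no replicate number and no pairing. Libraries are called male A, male B, female A and female B within each group, lettered in column order. The table had 0 columns of per-sample values without a group. No 2 libraries shared a value above 0 in any gene, so each was counted as 1 mouse.

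Total counts per library were not used here and the depth of each single library is unknown. For genes with FPKM above 0 in a single library, the commonest value of the authors' mean normalized count gives what 1 read is worth in that library. By this measure the size factors of the 8 libraries, relative to their geometric mean, lay between 0.936 and 1.06. The authors' mean normalized counts summed to 14899980 over genes, which gives the scale of the depth and not the total of each library. No counting error or detection limit is given for single values.

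Tests used log2(FPKM + 1) of the 10518 genes with FPKM of at least 1 in at least 4 of the 8 libraries. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) compared the 4 DKO with the 4 control libraries without covariates, and p-values were adjusted by the Benjamini-Hochberg method, with calls at an adjusted p-value under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. A second limma model held sex, genotype and their product. Kat2a and Kat2b were also compared by an exact two-sided permutation test of the difference of mean FPKM over the 70 divisions of 4 against 4, whose smallest p-value is 0.0286.

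Gene lists for intestinal cell types, gut regions, interferon and double-stranded RNA sensing, antigen presentation, mitochondrial functions, p53 and stress responses, necroptosis and inflammasomes, estrogen response, the complexes that hold the 2 enzymes and cells foreign to an epithelial preparation were written from general knowledge. Older symbols were matched through RefSeq synonyms (assembly GRCm38.p6). Lists with at least 3 tested members were compared with limma's camera at its preset correlation of 0.01 between genes, adjusted over the 22 lists. Of the 356 tested genes in the lists, 3 were in more than 1: Lct and Fabp1 were in the enterocyte and proximal lists, and Sesn2 was in the p53 and stress response lists. The list of genes encoded in the mitochondrial genome was not analysed here.

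The text names Kat2a and Kat2b, the 5 largest rises and the 5 largest falls among called genes with a mean FPKM of at least 5 in either group and ranges that did not overlap, and for each list up to 3 called members with the highest mean FPKM, or the 2 highest tested members where none was called. Any other gene named was chosen after its values were seen. The design, the lists, this naming rule and the alternatives were fixed before the data were examined, except for 1 alternative described as added.

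The alternatives were a pseudocount of 0.1, no filter, a filter of mean FPKM of at least 5, rescaling to equal sums (TPM), median-of-ratios and quantile scaling, sex as a covariate, leaving out each library in turn, array weights, a minimum absolute log2 fold change of 1, limma's fry test, camera with an estimated correlation, and lists limited to members with mean FPKM of at least 5. The added one removed trends with transcript length and GC content from each library by natural splines with 3 degrees of freedom, for the 9471 tested genes (90.0%) with a GENCODE M21 transcript of the same symbol. Sharing of sequence was measured as the percentage of a gene's 50-base words that occur in transcripts of another GENCODE M21 gene.

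The procedure was tested on simulated data for the real genes, with changed genes, a changed list and a length trend. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.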

Results

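Transcript levels were measured in whole epithelial cells of the proximal small intestine of 8 mice, 4 labelled DKO for Kat2a and Kat2b and 4 controls, each group with 2 males and 2 females. The deposited table lists FPKM for 21401 genes by symbol, of which 4462 were at 0 in every library and 10518 were tested. The depth of each library is unknown. The sum of FPKM was between 568550 and 633898 in the controls, between 581826 and 591482 in 3 libraries labelled DKO and 684662 in DKO female B. Between 10208 and 10442 genes per library had FPKM of at least 1. Xist was at 0.0173 to 0.0639 FPKM in the males and at 6.9985 to 24.3 in the females. Ddx3y was at 5.52 to 7.95 in the males and at most at 0.0157 in the females, and the sex of each column name matched these genes in 8 of 8 libraries.

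Pearson correlations of log2(FPKM + 1) across tested genes, which are not independent replicates, were 0.974 to 0.985 for the 6 pairs of controls, 0.948 to 0.979 for the 6 pairs of DKO libraries and 0.916 to 0.959 for the 16 pairs between groups. The first principal component carried 49.5% of the variance and placed the controls between -32.2 and -25.6 and the DKO libraries between 16.1 and 41.8. The second carried 20.4% and set DKO female B, at -39.9, apart from the other DKO libraries at 15.4 to 21.6.

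**Figure D1:**
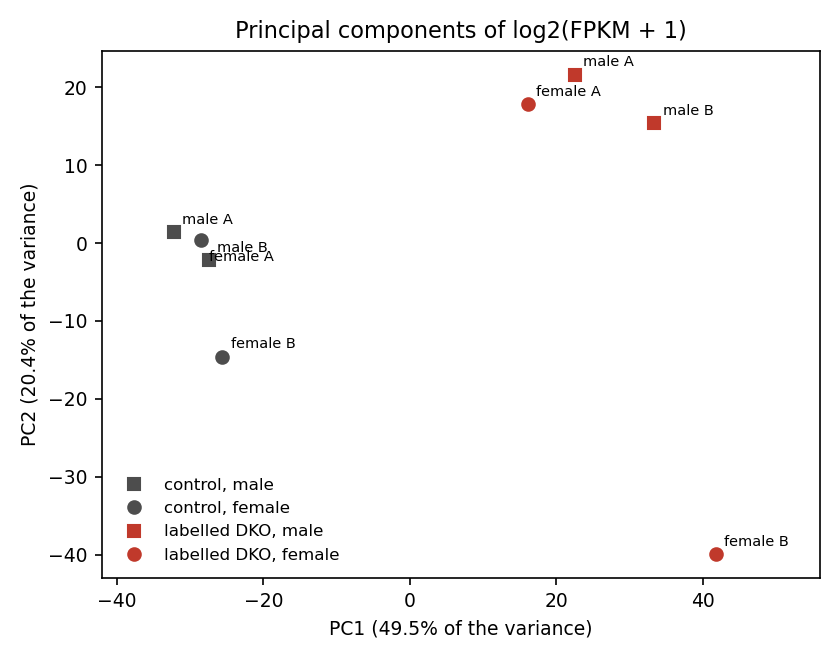
Principal components 1 (49.5% of variance) and 2 (20.4%) of log2(FPKM + 1) over 10518 tested genes, 1 point per library. The groups separate along the first axis, and DKO female B lies apart along the second.

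The levels of Kat2a and Kat2b ask whether the group labels show in the targeted transcripts. Kat2b was at 9.42, 9.83, 11.5 and 9.68 FPKM in control male A, male B, female A and female B. It was at 1.72 and 1.66 in DKO males A and B and was listed at 0 in both DKO females. The highest DKO value was 17.1% of the control mean, and the ranges did not overlap (exact two-sided permutation test, p = 0.0286, the smallest that the 70 divisions can give). The log2 fold change of Kat2b on log2(FPKM + 1) was -2.75 (SE 0.35, n = 4 per group, limma adjusted p = 0.00127), between -3.00 and -2.52 when each library was left out, and a pseudocount of 0.1 moved it most, to -4.59. Of its 50-base words 7.28% occur in the pseudogene Kat2b-ps. Kat2a was at 8.88 ± 2.19 FPKM in controls and 8.93 ± 2.36 in libraries labelled DKO (mean ± SD, n = 4 per group; exact permutation p = 1), a log2 fold change of 0.011 (SE 0.21, limma adjusted p = 0.973). Its direction reversed without control female A, to -0.17, and without DKO female B, to -0.14. A difference in Kat2a RNA was not detected, and with this SE a modest fall is not excluded. DKO stands for the label throughout. Values per gene do not resolve exons, and proteins were not measured.

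**Figure D2:**
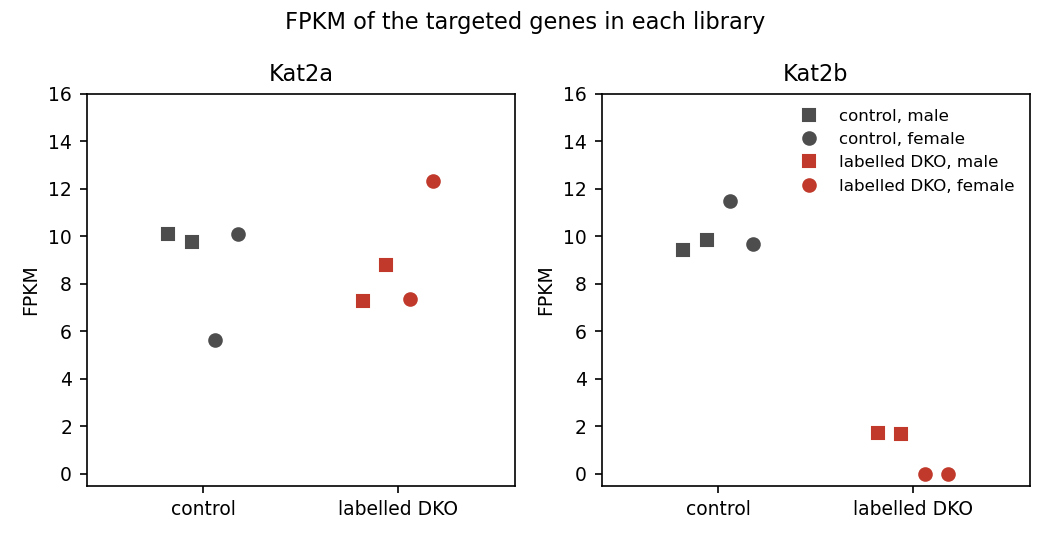
FPKM of Kat2a and Kat2b in each library, by group and sex. Kat2b lies between 9.42 and 11.5 in controls and between 0 and 1.72 in libraries labelled DKO, while the Kat2a ranges overlap.

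Comparing the groups over all tested genes asks which transcripts differ when both enzymes are targeted in adult epithelium. limma called 2356 of 10518 genes (22.4%), 1215 higher and 1141 lower in DKO, and 3920 had an unadjusted p under 0.05. The ranges of the groups did not overlap in 3066 genes (29.2%, against 2.86% by chance), 2204 of them called. The median log2 fold change of tested genes was -0.014. An absolute log2 fold change of at least 1 was found in 594 called genes, 318 higher and 276 lower, the alternative that lowered the count most, and array weights raised it most, to 3595. Leaving out 1 library gave 1390 to 2934 genes. The count fell to 1472 without control male A, 1390 without control male B, 1523 without control female A and 1453 without DKO male B, and it rose to 2934 without DKO female B.

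The order of the 5 largest rises and falls depends on the pseudocount. With 1 the largest rise was in Ly6a, and with 0.1 Mir1938 (7.26) and Isg20 (5.84) ranked above it (5.53). Ly6a rose from 2.24 ± 1.38 to 103 ± 42.1 FPKM (mean ± SD, n = 4 per group; log2 fold change 4.97, SE 0.41, limma adjusted p = 2.0e-04); 18.97% of its words are shared, most with Ly6c1. Isg20 was at 0, 0.662, 0.294 and 1.30 FPKM in the controls and at 10.9997, 25.8, 42.8 and 37.1 in DKO (4.18, SE 0.41, adjusted p = 3.6e-04). Mir1938 was listed at 0 in the 4 controls and at 11.3, 21.9, 19.3 and 11.3 in DKO (adjusted p = 3.8e-05). The authors' mean normalized count of Mir1938 was 1.43, so these values rest on few reads, and their table gives it no adjusted p (log2 fold change 4.14, unadjusted p = 0.0360). Its 100 exon bases lie in an intron of Ifrd1 on the same strand, and 54% of them overlap Gm7008 on the opposite strand. Ifrd1, chosen after its values were seen, rose from 55.5 ± 8.42 to 171 ± 32.1 FPKM (1.596, SE 0.16, adjusted p = 4.6e-04). Slfn4 rose from 2.11 ± 0.379 to 49.4 ± 25.5 FPKM (3.80, SE 0.44, adjusted p = 8.5e-04), with 10.8% of its words shared. H2-Q6 rose from 4.99 ± 3.21 to 62.1 ± 26.1 (3.54, SE 0.52, adjusted p = 0.00232), with 32.0% of its words shared, most with H2-Q7.

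With a pseudocount of 1 the largest fall was in Apol10a, and with 0.1 Gsdmc4 (-5.72), Gsdmc2 (-5.36) and Rnaset2b (-5.29) ranked above it (-4.37). Apol10a fell from 128 ± 48.1 to 11.4 ± 16.7 FPKM (mean ± SD, n = 4 per group; log2 fold change -4.09, SE 0.72, limma adjusted p = 0.00487), with 36.4 FPKM in DKO female A and 2.68 to 3.32 in the other DKO libraries. Of its words 16.9% are shared, and the authors' table gives it a log2 fold change of -3.49 and no p-value. Gsdmc4 fell from 23.7 ± 17.5 to 0.405 ± 0.509 (-3.90, SE 0.50, adjusted p = 0.00127) and Gsdmc2 from 17.6 ± 12.7 to 0.390 ± 0.533 (-3.51, SE 0.50, adjusted p = 0.00212). These paralogs share words with each other and with Gsdmc3 (39% and 51.3%). Rnaset2b was at 27.2, 52.01, 27.6 and 42.9 FPKM in the controls and at 24.96, 0.435, 0.444 and 0 in DKO (-3.77, SE 0.91, adjusted p = 0.0188). Its call was lost without control male B (adjusted p = 0.0535) or DKO male B (0.0573), and 57.2% of its words are shared, most with Rnaset2a. The authors' test did not call Rnaset2b (adjusted p = 0.210). Dio1 fell from 35.6 ± 15.1 to 2.28 ± 1.37 (-3.48, SE 0.37, adjusted p = 5.7e-04). The calls of the other 9 of these 10 genes held in the 8 fits that each left out 1 library.

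In the authors' comparison 3025 of 14058 genes with an adjusted p-value passed 0.05, 1581 higher and 1444 lower. Of these 2684 were among the genes tested with limma, and 2062 were called by both, with the same sign in 2062. limma alone called 294 genes and the authors' test alone 622, and 341 of their calls lay outside the genes tested here. The authors used another test, and their fit may have held libraries not used here, so these counts are not like for like.

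The gene lists ask in which cell types and pathways the differences fall. camera called 10 of 22 lists, 7 higher and 3 lower in DKO. fry called 6, and the interferon-stimulated, p53 target, integrated stress response, proximal small intestine and goblet cell lists were called by both. With an estimated correlation between genes, the alternative that moved the count most, 0 lists were called and 4 had an unadjusted p under 0.05. In an exact permutation test of list means, 8 lists reached the smallest p of 0.0286 and none passed after adjustment (smallest 0.0786). With 8 of 22 lists at this floor their adjusted p cannot fall below 0.0786, so the test cannot decide for or against them. Leaving out 1 library gave 8 to 11 lists.

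**Figure D3:**
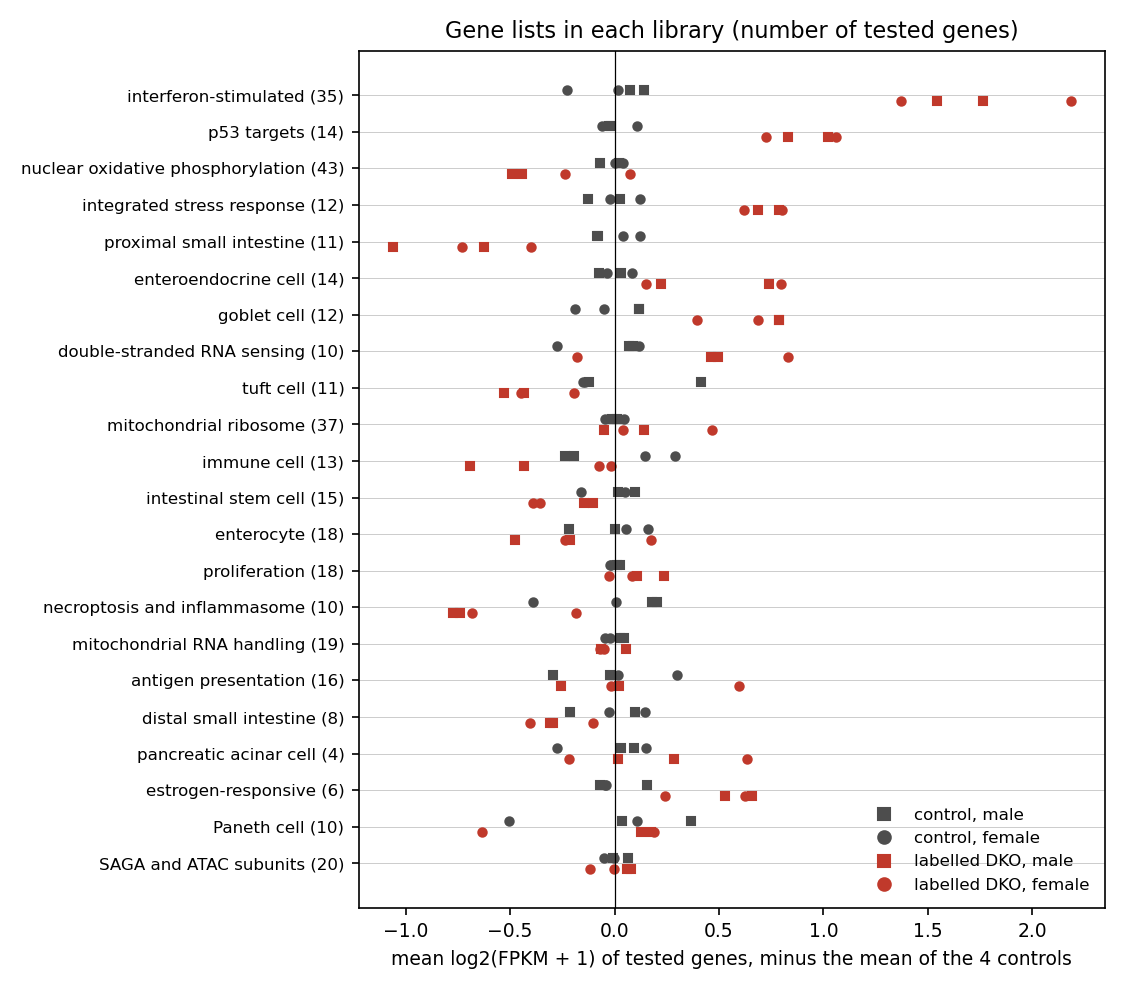
Mean log2(FPKM + 1) of gene lists in each library, relative to the mean of the controls (log2 units), by group. The interferon-stimulated list is higher in each DKO library than in each control.

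The interferon-stimulated list (35 genes, 32 higher) had a median log2 fold change of 1.66 (camera adjusted p = 1.6e-19), with 30 members called, all higher, and 30 when adjusted over the list alone. Ifitm3 rose from 56.6 ± 4.94 to 585 ± 170 FPKM (mean ± SD, n = 4 per group; log2 fold change 3.31, SE 0.19, limma adjusted p = 3.8e-05), Irf7 from 93.9 ± 9.12 to 344 ± 58.9 (1.85, SE 0.14, adjusted p = 1.4e-04) and Lgals3bp from 356 ± 36.8 to 853 ± 147 (1.25, SE 0.16, adjusted p = 0.00118). Of the words of Ifitm3 10.0% are shared, most with Gm7676. The double-stranded RNA sensing list (10 genes, 7 higher) had a median of 0.68 (camera adjusted p = 0.0317; 5 members called higher and 1 lower; 6 adjusted over the list alone). That call was lost without DKO male A (adjusted p = 0.0510), DKO female A (0.0665) or control female B (0.0714). Its members Tmem173 and E330016A19Rik (Cgas) act in DNA sensing, so the list is not of RNA sensing alone. Tmem173 rose by 0.86 (SE 0.12, limma adjusted p = 0.00176) and is among the members called higher, and E330016A19Rik rose by 0.49 without a call (adjusted p = 0.210). Adar rose by 0.85 (SE 0.13, limma adjusted p = 0.00307), Ddx58 by 0.91 (SE 0.18, adjusted p = 0.00850) and Ifih1 by 0.82 (SE 0.23, adjusted p = 0.0333). Of the exon bases of Adar 16.8% overlap a gene on the opposite strand. The Ifih1 call was lost in 7 of the 8 fits that each left out 1 library, all but that without DKO female B (adjusted p up to 0.0790). The member called lower was Mavs, named after its values were seen, at 34.6, 28.3, 22.8 and 21.9 FPKM in the controls and 9.05, 5.73, 13.1 and 5.83 in DKO (log2 fold change -1.61, SE 0.25, adjusted p = 0.00297).

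The p53 target list (14 genes, 13 higher) had a median of 0.84 (camera adjusted p = 3.2e-06; 10 members called; 12 adjusted over the list alone). Cdkn1a rose from 156 ± 13.5 to 333 ± 75.3 FPKM (mean ± SD, n = 4 per group; log2 fold change 1.07, SE 0.16, limma adjusted p = 0.00260), Bax by 1.40 (SE 0.24, adjusted p = 0.00464; 8.51% of its words shared) and Ccng1 by 1.29 (SE 0.15, adjusted p = 8.5e-04). The integrated stress response list (12 genes, 11 higher) had a median of 0.64 (camera adjusted p = 4.9e-04), with 6 members called higher, 1 lower and 10 adjusted over the list alone. Asns rose by 0.70 (SE 0.15, adjusted p = 0.0123) and Phgdh by 1.47 (SE 0.22, adjusted p = 0.00247; 47.8% of its words shared with other genes), and Cth fell by 0.67 (SE 0.14, adjusted p = 0.0114). The calls of these 6 genes held in the 8 fits that each left out 1 library.

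The nuclear oxidative phosphorylation list (43 genes, 41 lower) had a median of -0.30 (camera adjusted p = 5.0e-05, fry adjusted p = 0.149), with 7 members called lower and 6 when adjusted over the list alone. Its mean in DKO female B, 8.03 on log2(FPKM + 1), lay above the controls at 7.88 to 7.99, and the means of the other DKO libraries were 7.46 to 7.71. Sdha fell by 0.60 (SE 0.12, limma adjusted p = 0.00747), Atp5a1 by 0.51 (SE 0.12, adjusted p = 0.0165) and Uqcrfs1 by 0.39 (SE 0.12, adjusted p = 0.0461). The Atp5a1 call was lost without control male B, control female A or DKO male B (adjusted p up to 0.0561), and the Uqcrfs1 call was kept only without DKO female A or DKO female B (up to 0.122 in the others). The mitochondrial ribosome list (37 genes, 25 higher) had a median of 0.18 (camera adjusted p = 0.0485; 3 members called; 3 adjusted over the list alone). Without DKO female B its median was 0.061 (adjusted p = 0.668), and the call was also lost without control male A (0.0611) or control female B (0.126). Mrps18b rose by 0.69 (SE 0.10, adjusted p = 0.00251), Mrps10 by 0.74 (SE 0.14, adjusted p = 0.00621) and Mrpl40 by 0.57 (SE 0.14, adjusted p = 0.0204). The Mrpl40 call was lost without control male A, control male B, control female A or DKO male B (up to 0.0608). Of the exon bases of Mrps18b 30.5% overlap a gene on the opposite strand, and 14.6% of its words are shared. The mitochondrial RNA handling list (19 genes, 7 higher) was not called (median -0.087, adjusted p = 0.701; 6 members adjusted over the list alone), at -0.17 without DKO male B and -0.14 without control female B. Pnpt1 rose by 0.73 (SE 0.11, adjusted p = 0.00232) and Tfam fell by 0.34 (SE 0.10, adjusted p = 0.0397), a call kept only without DKO female B (up to 0.126 in the others).

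The proximal small intestine list (11 genes, 10 lower) had a median of -0.59 (camera adjusted p = 0.00321; 6 members called lower; 6 adjusted over the list alone). Lct fell from 431 ± 37.01 to 97.5 ± 46.8 FPKM (mean ± SD, n = 4 per group; log2 fold change -2.27, SE 0.32, limma adjusted p = 0.00208), Slc40a1 by 0.82 (SE 0.17, adjusted p = 0.0106) and Adh6a by 0.62 (SE 0.15, adjusted p = 0.0184). The Adh6a call was lost without control male A, control male B or DKO male B (up to 0.0631). The distal list (8 genes, 4 higher) was not called (median -0.024, adjusted p = 0.819; 3 members called, 3 adjusted over the list alone), and its direction reversed without control female B (0.044), DKO male B (0.035) or DKO female A (0.0044), and its median was -0.061 without control male A. Cubn fell by 2.83 (SE 0.38, adjusted p = 0.00161) and Osr2 by 1.00 (SE 0.21, adjusted p = 0.0113), and Ggh rose by 0.95 (SE 0.27, adjusted p = 0.0346), a call lost without any 1 control or DKO male A (up to 0.0827). The enterocyte list (18 genes, 7 higher) was not called (median -0.081, adjusted p = 0.302; 2 members adjusted over the list alone), and its median was 0.0029 without DKO male B and ran down to -0.18 without DKO male A. Sis fell from 729 ± 98.9 to 354 ± 98.6 FPKM (-1.07, SE 0.21, adjusted p = 0.00824) and Vil1 by 0.49 (SE 0.15, adjusted p = 0.0483), a call kept only without DKO female A (up to 0.127 in the others).

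The goblet cell list (12 genes, 9 higher) had a median of 0.71 (camera adjusted p = 0.00573; 6 members called; 9 adjusted over the list alone). Agr2 rose from 396 ± 33.3 to 745 ± 135 FPKM (mean ± SD, n = 4 per group; log2 fold change 0.90, SE 0.15, limma adjusted p = 0.00398), Spink4 by 0.86 (SE 0.23, adjusted p = 0.0283) and Tff3 by 0.69 (SE 0.22, adjusted p = 0.0494). The Spink4 call was lost without control male B, control female A, control female B or DKO male B (up to 0.0801), and the Tff3 call was kept only without DKO female A or DKO female B (up to 0.114 in the others). The enteroendocrine list (14 genes, 13 higher) had a median of 0.46 (camera adjusted p = 0.00521, fry adjusted p = 0.0660; 4 members called; 7 adjusted over the list alone), and its median was 0.30 without DKO male B. Sct rose by 1.00 (SE 0.20, adjusted p = 0.00810), Tac1 by 1.30 (SE 0.19, adjusted p = 0.00215) and Cck by 0.73 (SE 0.21, adjusted p = 0.0394), a call lost without any 1 control or DKO male B (up to 0.109). The tuft cell list (11 genes, 9 lower) had a median of -0.55 (camera adjusted p = 0.0453; 2 members called; 4 adjusted over the list alone). That call was lost without control male A (median -0.41, adjusted p = 0.182), DKO male A (0.0739) or DKO female A (0.0692). Ltc4s fell by 1.13 (SE 0.28, adjusted p = 0.0217), with ranges that overlapped through DKO female B, and 26.4% of its exon bases overlap a gene on the opposite strand. The Ltc4s call was lost without control male A, control female A, DKO male A or DKO male B (up to 0.0641). Dclk1 fell by 0.71 (SE 0.20, adjusted p = 0.0315), a call lost without control male A, control male B, control female A, DKO male B or DKO female A (up to 0.0862).

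The stem cell list (15 genes, 10 lower) was not called (median -0.55, camera adjusted p = 0.121), with 2 members called higher, 7 lower and 10 adjusted over the list alone, and it was called without control female A (0.0482). Prom1 fell by 1.02 (SE 0.24, limma adjusted p = 0.0162), Axin2 by 0.55 (SE 0.13, adjusted p = 0.0162; 0.0518 without control male A) and Cdca7 by 0.61 (SE 0.17, adjusted p = 0.0298), a call lost without control male A, control male B, control female B, DKO male B or DKO female A (up to 0.0798). Among members named after their values were seen, Lgr5 fell from 4.04 ± 0.480 to 1.76 ± 0.482 FPKM (mean ± SD, n = 4 per group; -0.88, SE 0.16, adjusted p = 0.00493) and Cd44 rose from 5.00 ± 0.339 to 19.2 ± 3.98 (1.73, SE 0.14, adjusted p = 1.8e-04). The proliferation list (18 genes, 11 higher) was not called (median 0.084, adjusted p = 0.302; 3 members called; 3 adjusted over the list alone), at 0.044 without DKO male B and 0.16 without DKO female A. Rrm2 rose by 1.27 (SE 0.17, adjusted p = 0.00165), Ccnb1 by 0.41 (SE 0.12, adjusted p = 0.0332) and Plk1 by 0.34 (SE 0.093, adjusted p = 0.0296). The Ccnb1 call was kept only without DKO female A or DKO female B (up to 0.0917 in the others), and 23.4% of its words are shared. The Plk1 call was lost without control male B, control female A, control female B, DKO male A or DKO male B (up to 0.0853). The Paneth cell list (10 genes, 4 higher) was not called (median -0.027, adjusted p = 0.891; 0 members called, 0 adjusted over the list alone), and its median ran from -0.17 to 0.19 over the fits that each left out 1 library, at 0.19 without DKO female A and -0.17 without control female A. Defa17 differed by -0.24 (SE 0.28, adjusted p = 0.564; -0.42 to -0.042 with 1 library left out), with 91.9% of its words shared. Gm15284 differed by -0.013 (SE 0.27, adjusted p = 0.976), reaching 0.19 without DKO female A.

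The antigen presentation list (16 genes, 8 higher) was not called (median -0.029, camera adjusted p = 0.701; 4 members called higher and 1 lower; 7 adjusted over the list alone), and its median reversed without control male B (0.011), DKO male B (0.059) or DKO female B (0.031) and was -0.18 without DKO female A. H2-K1 rose from 939 ± 127 to 1895 ± 196 FPKM (mean ± SD, n = 4 per group; log2 fold change 1.02, SE 0.15, limma adjusted p = 0.00262; 9.63% of its words shared), H2-D1 rose by 0.72 (SE 0.21, adjusted p = 0.0390; 12.8% of its words shared) and H2-Eb1 fell by 1.42 (SE 0.44, adjusted p = 0.0466). The H2-D1 call was lost without control male A, control female A or any 1 of DKO males A and B and DKO female A (up to 0.108). The H2-Eb1 call was lost without control male B, control female A, control female B, DKO male A or DKO male B (up to 0.110). Its ranges overlapped, and the authors' test did not call it (adjusted p = 0.195). The necroptosis and inflammasome list (10 genes, 4 higher) was not called (median -0.30, adjusted p = 0.701), with 3 members called higher, 5 lower and 9 adjusted over the list alone, and its median was -0.20 without DKO male B. Ripk3 rose by 1.27 (SE 0.14, adjusted p = 6.3e-04), Casp1 fell by 0.66 (SE 0.19, adjusted p = 0.0365) and Gsdmd fell by 0.40 (SE 0.13, adjusted p = 0.0473). The Casp1 call was lost without control male A, control male B, control female A, DKO male A or DKO male B (up to 0.0930), and the Gsdmd call was kept only without DKO female A (up to 0.129 in the others).

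The immune cell list (13 genes, 12 lower) was not called (median -0.37, camera adjusted p = 0.117; 0 members called, 0 adjusted over the list alone). It was called without DKO female B (0.0313), control male A (0.0447) or control male B (0.0459), and with sex as a covariate (0.0212), and its median was -0.22 without DKO male B. Gzma differed by -0.17 (SE 0.24, limma adjusted p = 0.636; 0.012 without DKO male B) and Ccl5 by -0.12 (SE 0.26, adjusted p = 0.763; 0.083 without control female B). The pancreatic acinar list (4 genes, 2 higher) was not called (median 0.11, adjusted p = 0.885; 0 members called, 0 adjusted over the list alone), at -0.021 without DKO female B, -0.018 without DKO male B and 0.31 without DKO female A. Clps differed by -0.36 (SE 0.28, adjusted p = 0.384; -0.55 to -0.16 with 1 library left out). Rnase1 differed by 0.23 (SE 0.25, adjusted p = 0.530; 0.042 to 0.46 with 1 library left out). The estrogen-responsive list (6 genes, 3 higher) was not called by camera (median -0.15, adjusted p = 0.885) and was called by fry (0.0375). Its mean log2(FPKM + 1) was higher in DKO, at 4.63 to 5.04 against 4.32 to 4.54 in controls, opposite to the sign of its median, with 2 members called higher, 1 lower and 4 adjusted over the list alone. Areg rose from 16.95 ± 4.32 to 184 ± 29.9 FPKM (mean ± SD, n = 4 per group; log2 fold change 3.38, SE 0.19, adjusted p = 3.8e-05), Ltf rose by 1.82 (SE 0.29, adjusted p = 0.00302) and Myb fell by 1.25 (SE 0.17, adjusted p = 0.00169). The list of subunits of the complexes that hold the 2 enzymes, SAGA and ATAC (20 genes, 9 higher), was not called (median -0.048, adjusted p = 0.918; 0 members called, 0 adjusted over the list alone), and its median was 0.018 without DKO female B and -0.084 without control female B. Atxn7l3 differed by 0.15 (SE 0.092, adjusted p = 0.263) and Usp22 by -0.22 (SE 0.12, adjusted p = 0.226). Of mesenchymal and endothelial genes, 2 were tested, Tagln at 5.62 ± 0.967 and 6.12 ± 0.733 FPKM (adjusted p = 0.589; 62.4% of its exon bases overlap a gene on the opposite strand) and Vim at 4.02 ± 1.29 and 6.05 ± 1.56 (adjusted p = 0.125), in controls and DKO. Of red blood cell genes, 1 was tested, Hba-a2, at 1.36 ± 1.21 and 1.80 ± 0.568 FPKM (adjusted p = 0.452; 89.3% of its words shared).

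The interaction of genotype and sex asks whether the difference depends on sex. limma called 0 genes, 483 had an unadjusted p under 0.05 against 525.9 by chance, and the smallest adjusted p was 0.636. No filter moved this count most, to 6 genes. For Kat2b the DKO effect in females minus that in males was -1.55 (SE 0.22, n = 2 per group and sex, limma adjusted p = 0.948 over all genes and 4.4e-04 over the 2 targeted genes).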

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

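The tests of lower depth in DKO female B and of further libraries in the authors' fit were chosen only after the result was seen. In groups of 4 libraries, the gap of the farthest one to its nearest neighbour was compared with the group's range. Of 205 such groups 18 were past the 95% critical value, where 10.25 are past it by chance. 11 were in DKO groups and 7 in control groups.

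DKO female B stood apart from the other DKO libraries with an FPKM sum of 684662 against 581826 to 591482, and an upper quartile of 9.48 against 10.1 to 10.2. The deviation of its genes from the other DKO libraries correlated with transcript length at a Spearman rho of -0.556. Genes are not independent in this correlation. The controls, each set against the other controls, had -0.200 to 0.195. The other DKO libraries had 0.177 to 0.455, which in part mirrors its trend because their reference means include DKO female B. Removing trends with length and GC left its mean correlation with the other DKO libraries at 0.959, from 0.952, while those correlated with each other at 0.973 to 0.979, so a length trend is not the whole cause. The commonest mean normalized count times 8 of genes seen in this library alone was 0.483, within 0.462 to 0.525 of the others, which argues against a lower depth. It also held 16 genes under 0.1 FPKM that were at 2 or more in the other 7 libraries, against 0 to 4 in each of those. A difference between mice or in the preparation of this library stays open, and the labels name no batch.

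Ltc4s in DKO female B was at 19.95 FPKM against 7.29 to 7.88 in the other DKO libraries. DKO female A was apart in Apol10a (36.4 FPKM against 2.68 to 3.32), Gsdmc2 (1.19 against 0.0597 to 0.162), Plk1 (30.6 against 33.3 to 33.8) and Sdha (181 against 137 to 141). It was also apart in the mean log2(FPKM + 1) of the necroptosis and inflammasome list (4.88 against 4.29 to 4.39) and of the Paneth cell list (9.59 against 10.4). Rnaset2b in DKO male A was at 24.96 FPKM against 0 to 0.444, and 57.2% of its words are shared with other genes. The mean of the mitochondrial RNA handling list was 3.43 in DKO male B against 3.31 to 3.32. Control female A was apart in Kat2a, at 5.61 FPKM against 9.74 to 10.1. Control male B was apart in Irf7 (107.6 FPKM against 88.3 to 90.1) and in the mean of the estrogen-responsive list (4.54 against 4.32 to 4.35). Control female B was apart in Ifih1 (24.95 FPKM against 27.5 to 28.01), Ltf (2.07 against 2.76 to 2.86) and the mean of the double-stranded RNA sensing list (3.35 against 3.69 to 3.74). Control male A was apart in the mean of the tuft cell list, 3.32 against 2.75 to 2.78. Neither a technical nor a biological explanation was tested for these single values, and some of them are past the critical value by chance.

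The effect of DKO on Kat2b was larger in females, by -1.55 (SE 0.22) on log2(FPKM + 1), because it was listed at 0 in both DKO females and at 1.72 and 1.66 FPKM in the DKO males. The limma adjusted p of the difference was 0.948 over all genes and 4.4e-04 over the 2 targeted genes. Zeros in both of 2 libraries may arise by chance. In the DKO females 2 genes, Kat2b and Zfp746, were listed under 0.05 FPKM and at 1 or more in the other 6 libraries. Other pairs of libraries had 0 to 4 such genes and 6 of the 28 pairs had at least 2, so a count of 2 is not unusual for a pair. Kat2b was named in advance, however, and is 1 of 2 such genes among 10518 tested. Its mean normalized count in the authors' table was 325, a mean over their fit that does not give the reads expected in the DKO females. DKO female B also held 16 genes under 0.1 FPKM that were at 2 or more in the other 7 libraries, the most of any library. Chance zeros in Kat2b and a fuller loss thus cannot be told apart, with 2 females per group. Whether the loss was stronger in females stays open.

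The number of genes with FPKM of at least 1 moved opposite ways in the sexes. DKO males had 10442 and 10439 against 10382 and 10318 in control males, and DKO females had 10292 and 10208 against 10346 and 10333 in control females. The mean change in females minus that in males was -180 genes, and the difference was not tested.

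The authors' table gives a mean normalized count above 0 for 502 genes whose FPKM is 0 in all 8 libraries. Rounding of low FPKM is argued against by 22 of these genes, which have a mean normalized count above 1, up to 13.4. For genes seen in 1 library, 1 read should add 1 divided by the number of libraries to that mean, and the commonest step times 8 had a median of 0.492 over the 8 libraries. This is consistent with about 16.3 libraries in the authors' fit, so libraries not used here may have entered it. No biological explanation was tested.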

How the results depend on the processing

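The correction for transcript length and GC content was chosen only after a length trend had been seen, and the other alternatives were chosen earlier. No paired analysis was possible because the columns carry no replicate numbers, so a fit with replicate as a block was not run. Lists of mesenchymal and red blood cell genes had too few tested genes except with no filter, and they have no value to compare. Dclk1, Hba-a2 and the pancreatic acinar list had no value with a mean FPKM of at least 5, and Gm15284 had none with the length and GC correction.

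The count of genes called was 2356 as reported. It was 3595 with array weights, which gave DKO female B a weight of 0.180 and control male B 3.45, and 594 with a minimum absolute log2 fold change of 1. A pseudocount of 0.1 gave 2280 genes, no filter 2156, a mean FPKM of at least 5 1755, TPM scaling 2156, median-of-ratios scaling 2351, quantile scaling 2560 and sex as a covariate 2333, which shared 2181 of the 2356. The length and GC correction gave 2627 genes, sharing 1977 of the 2154 called genes that it tested. Over the 8 fits that each left out 1 library the count ran from 1390 to 2934. The fit without DKO female B gave 2934 and kept 2207 of the 2356, and that without control male B gave 1390. For fits without 1 library, fewer libraries are part of the cause of lower counts. The rise without DKO female B has the spread of that library as a candidate cause, since it also had the lowest array weight, 0.180, in the fit with 3595 genes. Called genes were higher in DKO in 49.9% to 52.9% of cases over 8 alternatives and in 49.5% to 53.4% with 1 library left out.

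Of the lists, 10 were called as reported, 6 with fry and 0 with an estimated correlation, where 4 had an unadjusted p under 0.05. Between 7 and 11 were called under the other alternatives and between 8 and 11 with 1 library left out. The cause of the difference between the list tests was not tested. The interaction of genotype and sex called 0 genes as reported, 2 with a pseudocount of 0.1 and 6 with no filter, and the cause was not tested. The effect of DKO on Kat2b in females minus males was -4.30 with a pseudocount of 0.1, where it passed the threshold (limma adjusted p = 0.0477; up to 0.962 over its alternatives), and -1.66 to -1.44 with 1 library left out, where no test was made.

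Kat2b kept its direction and call in every fit run, at -4.59 to -2.67 over 8 alternatives and -3.00 to -2.52 with 1 library left out. Kat2a reversed with TPM scaling, to -0.011, and with the length and GC correction, to -0.028, and it ran from -0.17 to 0.089 with 1 library left out. Other reversals were of values near 0 that passed no threshold in any fit. With no filter the distal small intestine list was at 0.15 and the pancreatic acinar list at -0.019. Quantile scaling put Gm15284 at 0.035. The length and GC correction put Tagln at -0.017 and the pancreatic acinar list at -0.038. With 1 library left out the ranges were -0.19 to 0.19 for Gm15284, -0.32 to 0.083 for Ccl5, -0.31 to 0.012 for Gzma, -0.18 to 0.059 for the antigen presentation list, -0.17 to 0.19 for the Paneth cell list and -0.061 to 0.044 for the distal list. They were -0.18 to 0.0029 for the enterocyte list, -0.021 to 0.31 for the pancreatic acinar list and -0.084 to 0.018 for the SAGA and ATAC list. The cause was not tested.

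Among 76 values of named genes, calls were lost by 13 with no filter, 4 with TPM scaling, 4 with quantile scaling, 4 with the length and GC correction, 2 with sex as a covariate, 1 with median-of-ratios scaling and 1 with a pseudocount of 0.1. No filter tested more genes, which can raise adjusted p-values, but the cause of the lost calls was not tested. The mitochondrial ribosome and tuft cell lists lost their calls with quantile scaling (adjusted p = 0.138 and 0.0814) and with a mean FPKM of at least 5 (0.0936 and 0.224). These 2 lists also lost them with members limited to that mean (0.0685 and 0.234) and with fry (0.326 and 0.121). The double-stranded RNA sensing list lost its call with a mean FPKM of at least 5 (0.0936), with members limited to that mean (0.0685) and with fry (0.0575). The length and GC correction removed the call of the mitochondrial ribosome list (0.363) and gave one to the immune cell list (0.0192), and no filter gave one to the stem cell list (0.0265). The interferon-stimulated, p53 target, integrated stress response, proximal small intestine and goblet cell lists kept their calls in all camera and fry fits except with an estimated correlation. In the exact permutation test of list means these lists had an adjusted p of 0.0786 and were not called. They were at the smallest possible p, 0.0286. With 8 of 22 lists at that floor 0.0786 was the lowest adjusted p they could reach, so this test cannot decide for or against them. The median log2 fold change of all tested genes lay between -0.037 and -0.012 under the scalings, which is smaller than the median of each of the 10 called lists. Depth limits genes with few reads, such as Mir1938, with a mean normalized count of 1.43 in the authors' table. Kat2b, with 325, is not such a gene as a mean over the authors' fit, but its reads in the DKO libraries are unknown.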

Other observations

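The tests of more immune cells and of tamoxifen were chosen only after the result was seen, and the MHC classes and Mavs were singled out after their values were seen. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes as the labels, the labelled split itself, and the highest other count was 4. For lists 5 of the 35 splits, the labelled one included, gave at least 10 calls, up to 12. Every split gave at least 3 list calls, and those with 2 controls on each side gave 3 to 10. A list call by camera alone is thus weak evidence for a difference between the groups. Of the other 4 such splits, 3 were among the 16 that set 3 controls and 1 DKO library against the rest and so keep part of the labelled difference, and 1 was among the 18 with 2 controls on each side.

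The transcript length trend of DKO female B raised the question whether list differences follow it. With the correction for length and GC, the interferon-stimulated list kept a median log2 fold change of 1.78, the p53 target list 0.94, the integrated stress response list 0.58 and the nuclear oxidative phosphorylation list -0.40 (camera adjusted p = 3.4e-11, fry adjusted p = 0.00394). These values argue against a length trend as the whole cause of those differences. The mitochondrial ribosome list kept 0.095 (53.9% of its median, adjusted p = 0.363), and for it a length trend and a change in expression cannot be told apart, because it kept more than a small part of its median and lost its call.

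Interferon-stimulated genes could be higher because more immune cells were in the DKO preparations. The immune cell list was instead lower, with a median log2 fold change of -0.37 and 12 of 13 genes lower, which argues against it. Its most abundant genes, Gzma at 131 ± 27.1 and 118 ± 35.6 FPKM and Ccl5 at 120 ± 40.0 and 109 ± 34.9 in controls and DKO, were not higher. The response of the epithelium, of its remaining immune cells or to tamoxifen stays open.

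The p53 target list may be higher through tamoxifen or its induction of recombination rather than loss of the 2 enzymes. Tamoxifen was given in 0 libraries that are not labelled DKO, so these cannot be told apart, and this holds for every difference between the groups.

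MHC class I genes (H2-K1, H2-D1, H2-T23, H2-Q7 and B2m) and class II genes (H2-Aa, H2-Ab1, H2-Eb1 and Cd74), chosen after their values were seen, moved apart. With the deposited values the class I mean was 1.06 and the class II mean -1.01. Under these values and each of the 3 scalings 5 of 5 class I genes were higher and 4 of 4 class II genes lower. Of these genes 3 of 5 in class I and 1 of 4 in class II were called, and without H2-Q7 the class I mean was 0.62. The authors' test called H2-K1, H2-D1 and H2-Q7 of class I and no class II gene (adjusted p = 0.195 to 0.500). The ranges of H2-Eb1, the class II gene called by limma, overlapped. Control female B was the highest control in each class II gene, with H2-Aa at 948 FPKM against 279 to 446. The difference between the class means was 2.07, 1.80 to 2.22 with 1 library left out. No p-value is given, since the classes were singled out for this difference. With the length and GC correction the difference was 2.11, with 5 of 5 class I genes higher and 4 of 4 class II genes lower, which argues against a length trend as the whole cause. Lower class II could come from fewer immune cells. Class II fell further than the immune cell list, with a gap of -0.71 and the same direction in 4 of 4 DKO libraries, so fewer immune cells and a change within epithelial cells cannot be told apart.

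Mavs, which encodes an adaptor of RNA sensors, was lower while the other members of its list with a call were higher. A length trend could lower it, but with the correction its log2 fold change was -1.65 (limma adjusted p = 0.00224; up to 0.00769 over its alternatives), which argues against that cause. Values were -1.68 to -1.61 over the scalings. A direct effect of losing the enzymes was not tested.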
